A study of Arabidopsis thaliana with 48 samples.

How the data were processed

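The data are the gene counts of 48 QuantSeq 3' libraries made from polyadenylated RNA of whole seedlings, extracted with Trizol per the labels' protocols. The authors deposited 1 table of raw counts per library, with a gene identifier and a count, and the values are whole numbers that sum to different totals. Per the file headers, the counts come from reads aligned with STAR. The genome build, annotation, counting program, strand setting and any use of molecular identifiers are not stated, so no coordinates are given. Counts could be lost or split where genes overlap or where near-identical copies exist, and such genes are named as uncertain. Because QuantSeq reads the 3' end of a transcript, a count does not grow with transcript length, and the deposited counts were used without a length correction. Gene names were taken from the RefSeq table of the TAIR10.1 assembly, which held 28009 of the 28496 identifiers. It was also used to find which genes overlap and, with its sequence, the GC content of the last 500 exonic bases.

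Groups were taken from the titles and labels, as line and treatment, with the replicate number from the title. There were 16 groups of 3. Totals ran from 1808765 to 37222617 counts. Without stated molecular identifiers, floors and intervals cover counting error only. Replicates were checked for libraries deposited more than 1 time: over the 48 pairs of replicates within groups, the chi-square per degree of freedom ran from 10.1 to 55.6, so no pair agreed within sampling noise and each library counted as 1 replicate.

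Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups, libraries were scaled by TMM, and 1 mean per group was fitted to all 48 libraries with glmQLFit. The 8 inductions (induced against mock) and 7 differences between inductions of a pair of lines, which are interaction terms, were tested with glmQLFTest over 18909 genes. The Benjamini-Hochberg adjustment was made within each of the 15 comparisons, with a threshold of 0.05, and every adjusted p-value in the text is from this test unless it says otherwise. The common biological coefficient of variation was 60.9%. CPM are counts divided by the TMM-scaled library total and multiplied by 1000000, as edgeR gives them, given as mean ± SD over 3 libraries. The standard error of a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. It is derived from the test and is only approximate, above all for genes with few counts. Fold changes against a group whose libraries all lay at or under 3 counts were computed against that floor and are lower bounds. The response slope is a regression through the origin over the genes called in the reference line, with a jackknife standard error over the libraries of the line itself, and a second one, added after seeing the data, over those of the line and the reference. The share of differing genes that differ more between mocks has a Wilson interval at a confidence level of 95%. This interval takes genes as independent, which they are not, so it does not cover the spread between libraries.

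The steps were tested on simulated counts, with the mean of each gene over all 48 libraries, the real library sizes and a single dispersion trend for all lines. Among well-expressed genes, 200 of the 18909 were changed by a log2 fold change of 2 in CNA. Of these, 123 (61.5%) were called in CNA, with 5 unchanged genes called. In the difference between PHB and CNA, where the set effect was smaller, 2 of the changed genes were called and no unchanged one. In CNA-SmHOX32, with no change set, 0 genes were called. Its simulated counts lacked that line's own larger spread, a biological coefficient of variation of 91.5% when fitted alone. The simulation therefore does not bound false calls in the noisier lines or power at low counts.

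The comparisons, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. Named genes are the 5 HD-ZIPIII genes, the members of the other lists called in CNA or PHB, and the genes with the largest change in each direction. For the latter, 3 genes per direction were taken for the CNA and PHB inductions and for their difference, and 1 for every other comparison. They had to be called, to have non-overlapping libraries in the groups compared (for a difference, in at least 1 of the lines) and to have a mean of at least 10 counts in the higher group. List members named outside that rule because they were called in another line, and genes described as chosen after their values were seen, are exceptions.

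The alternatives were scaling by DESeq2 size factors within edgeR, DESeq2 1.42.0 with its Wald test, no low-count filter, a mean of at least 10 counts, only the libraries of the compared lines in the fit, the replicate number as a block within or across lines, and leaving out each library in turn. Leave-one-out fits kept the gene set and the dispersion trend of the fit to all libraries. Added after seeing the data were counts thinned at random to the smallest total, since depth differed widely, and an offset per library for GC content, fitted by lowess over the 18891 tested genes with a known value. Other splits of the libraries were counted in full for each induction and drawn at random, 100 with the real one, for each difference. Clock genes were compared with 10000 random lists of matched expression. Figures were drawn with matplotlib.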

Results

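Transcript levels were measured in whole Arabidopsis thaliana seedlings of 8 lines, each carrying a construct that β-estradiol switches on. CNA (CORONA) and PHB (PHABULOSA) are transcription factors of the class III homeodomain leucine zipper family, abbreviated HD-ZIPIII. The lines were labelled CNA, PHB, CNA-SDdelta, PHB-SDdelta, CNA-KnC3HDZ, CNA-KnC3HDZ_8m, CNA-SmHOX32 and CNA-PpHOX32, and the submitters describe chimeric CNA constructs among them. The labels leave the suffixes unexplained, so the lines are named here as labelled. Seedlings were sprayed at 9 days with 50 µM β-estradiol (induced) or with the solvent alone (mock) and collected 24 h later. Each of the 16 groups held 3 replicate libraries, 48 in all. The assay, QuantSeq, reads the 3' end of polyadenylated transcripts.

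Each library held counts for 28496 gene identifiers. The total count per library ran from 1808765 in PHB induced replicate 3 to 37222617 in CNA-KnC3HDZ induced replicate 2, with a median of 5944946.5. The next smallest and next largest totals were 2812517 and 15785135. A floor of 3 counts corresponded to 1.5 CPM (counts scaled to a common library total, as defined with the processing) in the smallest library and to 0.08 CPM in the largest. Rarefied to the smallest total, 1808765 counts, the mean number of genes expected to be detected was lowest in CNA-SmHOX32 mock, at 14854 ± 1374 (SD, n = 3), and highest in PHB-SDdelta induced, at 18328 ± 321 (SD, n = 3). Of all identifiers, 18909 passed the filter on low counts and were tested. A gene is called here when the Benjamini-Hochberg adjusted p-value of edgeR's quasi-likelihood test is under 0.05.

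The transcript of the gene each line was built to induce was examined before any other, as a check of the labels. In CNA, the CNA gene (AT1G52150, listed as ATHB-15 in the TAIR10.1 gene table) rose from 15.9 ± 2.9 CPM in mock to 58.8 ± 14 CPM in induced seedlings (SD, n = 3 each), a log2 fold change of 1.89 ± 0.42 (SE, adjusted p 0.00134). In PHB, the PHB gene (AT2G34710) rose from 14.9 ± 1.8 to 186 ± 81 CPM (SD, n = 3 each), a log2 fold change of 3.65 ± 0.52 (SE, adjusted p 2.38e-07). PHB was also higher in induced PHB-SDdelta, with a log2 fold change of 2.06 ± 0.49 (SE, adjusted p 0.00279). Among the chimeric lines, the log2 fold change of ATHB-15 was 1.54 in CNA-KnC3HDZ (adjusted p 0.0204), 1.56 in CNA-KnC3HDZ_8m (adjusted p 0.00996), 1.30 in CNA-SmHOX32 (adjusted p 0.0357) and 1.5 in CNA-PpHOX32 (adjusted p 0.0195). In CNA-SDdelta the rise was 0.99 ± 0.42 (SE) and was not called (adjusted p 0.216). The induced gene was therefore called in 7 of 8 lines. With all libraries thinned to the smallest total, the alternative that moved this most, it was called in 2. The ATHB-15 call was also lost with only the line's own libraries in CNA-SmHOX32 and CNA-PpHOX32 and with a GC correction in CNA-SmHOX32. It was kept in 1 of the 6 fits that each left out 1 library of the line in CNA-KnC3HDZ and in CNA-SmHOX32, in 3 of 6 in CNA-KnC3HDZ_8m and CNA-PpHOX32, and in all 6 in CNA. The difference in the response of ATHB-15 between CNA-SDdelta and CNA was itself not called (log2 difference −0.90 ± 0.59, SE, adjusted p 0.762). The counts do not separate the construct's transcript from the endogenous one.

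**Figure D1:**
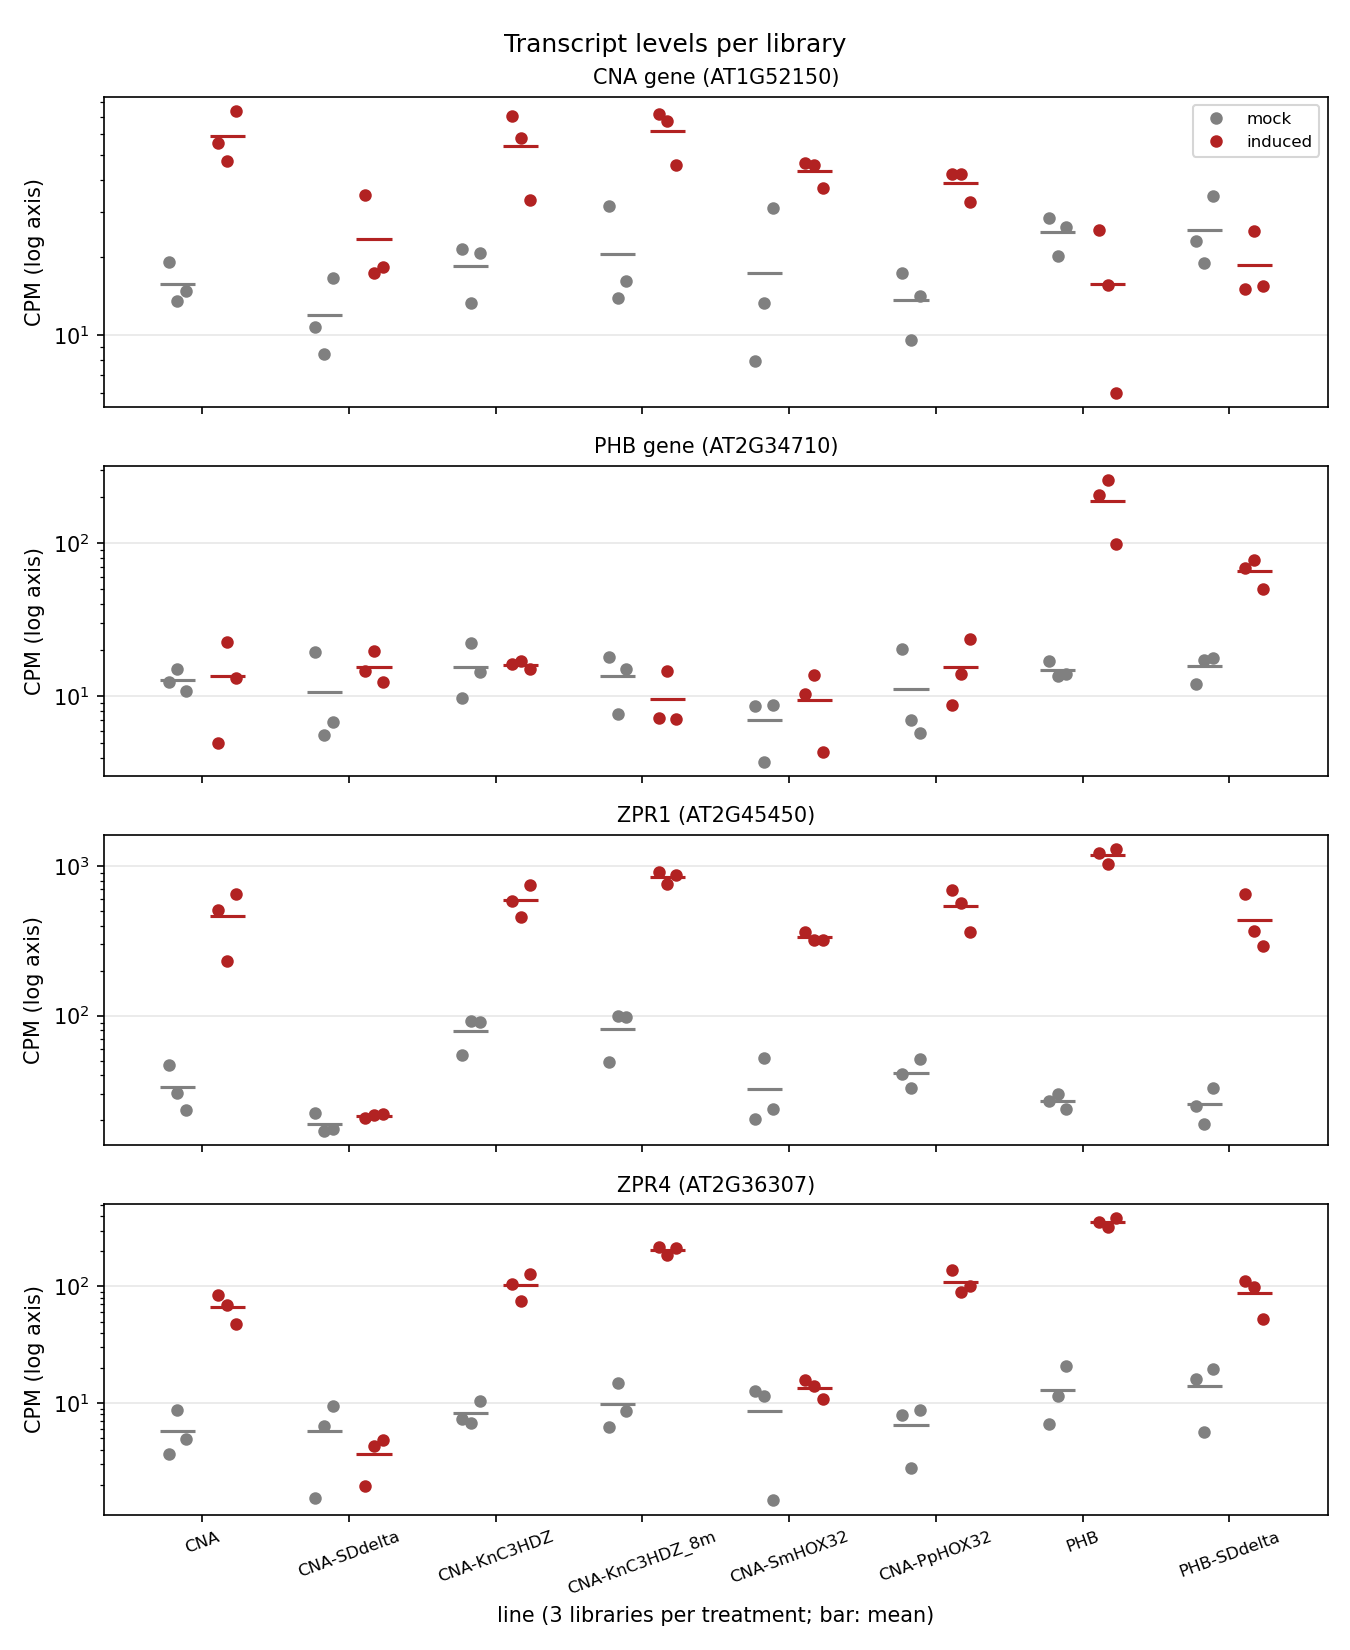
CPM on a log axis for ATHB-15 (the CNA gene), PHB, ZPR1 and ZPR4 in each of the 48 libraries, by line and treatment, with a bar at the mean of 3 replicates. ZPR1 lies between 233 and 1300 CPM in every induced library except those of CNA-SDdelta, where the highest value is 22.1 CPM, and reaches at most 99.1 CPM in a mock library.

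Induction changed the levels of many genes in every line. In CNA, 1514 genes were called between induced and mock libraries, 766 higher and 748 lower. In PHB there were 1784, of which 840 were higher and the rest lower. CNA-SDdelta gave 908 calls (512 higher, 396 lower) and PHB-SDdelta 1329 (678 higher, 651 lower). CNA-KnC3HDZ gave 624 (225 higher, 399 lower) and CNA-KnC3HDZ_8m 1326 (663 higher, 663 lower). CNA-SmHOX32 gave 1914 (1017 lower, the rest higher) and CNA-PpHOX32 1037 (295 higher, 742 lower). The median absolute log2 fold change of the called genes ranged from 1.29 in CNA-KnC3HDZ to 1.76 in CNA-SmHOX32.

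These counts came from a fit in which all 48 libraries shared one estimate of the spread, while the spread differed between lines. Fitted by line, the common biological coefficient of variation was 36.4% in CNA-KnC3HDZ, 42.4% in PHB-SDdelta, 43.8% in CNA-KnC3HDZ_8m, 57.8% in CNA-SDdelta, 62.4% in PHB, 64.6% in CNA, 79.4% in CNA-PpHOX32 and 91.5% in CNA-SmHOX32, against 60.9% for all libraries together. Fitting each line with only its own libraries was the alternative that moved the counts most in 6 of the lines. In CNA and PHB, DESeq2 changed the number of calls most, to 2102 and 2312, and the thinned counts changed it most as a ratio, to 991 and 1284. The separate fits gave 1320 calls in CNA, 1468 in PHB, 1364 in CNA-SDdelta, 2478 in PHB-SDdelta, 1574 in CNA-KnC3HDZ, 2061 in CNA-KnC3HDZ_8m, 546 in CNA-SmHOX32 (167 higher, 379 lower) and 459 in CNA-PpHOX32. The order of the lines by number of calls was therefore not the same under both fits, and CNA-SmHOX32 went from the most calls to the second fewest. Of the 546 genes in the separate fit of CNA-SmHOX32, 541 were also among the 1914.

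**Figure D2:**
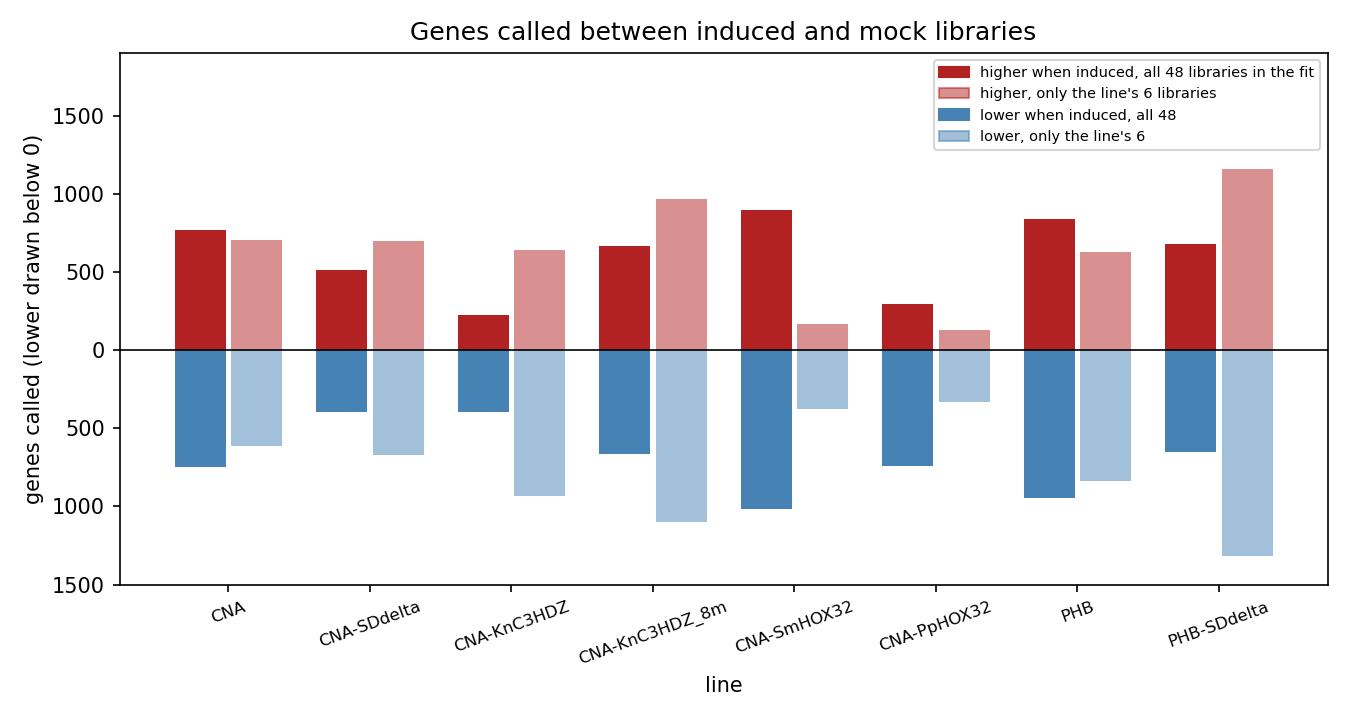
Genes called between induced and mock libraries in each line, with genes higher in induced libraries above 0 and genes lower in them below 0. Full colour shows the fit of all 48 libraries and pale colour the fit of the line's own 6 libraries; CNA-SmHOX32 falls from 1914 to 546 calls and CNA-KnC3HDZ rises from 624 to 1574.

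The split between higher and lower genes moved with a correction for the GC content of the 3' ends. With it, CNA had 985 higher and 538 lower genes, PHB 1016 and 756, CNA-SmHOX32 657 and 1319, and CNA-PpHOX32 370 and 586. In the other 4 lines the share of higher genes moved by under 10 percentage points. Genes with a group whose 3 libraries all lay at or under 3 counts made up 18.8% of the calls in CNA-SmHOX32 (359 of 1914), 7.71% in CNA-PpHOX32, 6.84% in PHB, 5.68% in CNA and less than that in the other lines.

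The genes with the largest changes among those with non-overlapping libraries were mostly absent from one of the groups, so their changes are lower bounds against the floor. In CNA, AT3G28510 was at least 46.5-fold higher in induced libraries (18.2 ± 9.8 CPM, SD, n = 3), ARD3 (AT2G26400) at least 44.8-fold (17.5 ± 12 CPM) and PRXCA (AT3G49110) at least 17.3-fold (6.79 ± 6.1 CPM). AT1G01448 was at least 17.1-fold lower, from 12.9 ± 5.8 CPM in mock, NdhN (AT5G58260) at least 13.8-fold, from 10.4 ± 5.6 CPM, and Tic62 (AT3G18890) at least 13.0-fold, from 9.81 ± 5.2 CPM. AT1G01448 and NdhN overlap other genes in the TAIR10.1 annotation and are uncertain, since the strand setting of the counting is not stated. The calls of AT3G28510 and ARD3 were lost in 2 of the 6 fits that left out 1 library of the line, and that of ARD3 also with DESeq2 and with the thinned counts, which also lost PRXCA.

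In PHB, AT1G71470 was at least 123-fold higher (47.9 ± 16 CPM in induced libraries, adjusted p 8.22e-09), ELI3-2 (AT4G37990) at least 44.3-fold (17.3 ± 16 CPM) and LTP4 (AT5G59310) at least 35.4-fold (13.8 ± 8.9 CPM). AT5G18030 was at least 57.9-fold lower, from 47.4 ± 25 CPM in mock, SAUR23 (AT5G18060) at least 30.3-fold, from 24.8 ± 8.6 CPM, and CASP5 (AT5G15290) at least 28.7-fold, from 23.5 ± 9.8 CPM (SD, n = 3 each). CASP5 overlaps another gene, and AT5G18030, SAUR23 and LTP4 belong to multigene families, so their counts are uncertain. AT1G71470 was also the gene with the largest rise in PHB-SDdelta, at least 43.1-fold (32.6 CPM in induced libraries). In the remaining lines, BBX16 (AT1G73870) was at least 87.5-fold lower in induced CNA-SmHOX32, from 46.0 CPM, and AT4G28140 at least 34.3-fold higher in induced CNA-KnC3HDZ_8m, at 23.6 CPM. The calls of AT1G71470, BBX16, AT4G28140 and all 6 PHB genes were kept in every fit that left out 1 library of the line. So were those of AT1G56710, at least 23.7-fold higher in CNA-KnC3HDZ, AT2G22880, at least 22.6-fold higher in CNA-SmHOX32, AT1G55475, at least 20.6-fold higher in CNA-PpHOX32, and ACD6 (AT4G14400), at least 18.8-fold lower in CNA-PpHOX32. The other genes named by the rule were less stable. AT3G60270, at least 17.7-fold higher in CNA-SDdelta, lost its call in all 6 such fits, and AT5G42760, at least 10.3-fold lower in CNA-KnC3HDZ, in 4 of 6. PR-1-LIKE (AT2G19990), at least 20.5-fold lower in CNA-SDdelta, RL4 (AT2G18328), at least 24.1-fold lower in PHB-SDdelta, and AT4G22235, at least 10.5-fold lower in CNA-KnC3HDZ_8m, lost theirs in 3 of 6 each. The thinned counts lost AT3G60270, PR-1-LIKE and AT4G22235, and the replicate block within lines lost AT3G60270 and AT5G42760. AT1G56710, AT2G22880, AT1G55475, AT5G42760 and AT4G22235 overlap other genes.

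CNA and PHB were then compared, the question being how far the responses to these family members coincide. In all, 780 genes were called in both lines, where calls made independently within classes of similar expression would share 319.3. Of the 780, 764 (97.9%) changed in the same direction, 391 higher and 373 lower. CNA-SDdelta, where ZPR1 did not rise, also shared 585 calls with CNA (99.7% in the same direction) and 526 with PHB (96.8%). A response to the spraying that does not depend on the construct would raise such overlaps too. The 780 genes are therefore not all read as a response to the family members. Across all tested genes, which are not independent replicates, Pearson's r between the log2 fold changes of the lines was 0.27. A further 734 genes were called only in CNA and 1004 only in PHB, but the difference between the responses was called for 56 and 141 of them. Tested directly, the response differed between PHB and CNA for 273 genes, 103 with a higher value in PHB and 170 with a lower one. The alternatives that moved this count most were DESeq2, with 463 calls, and the thinned counts, with 161.

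**Figure D3:**
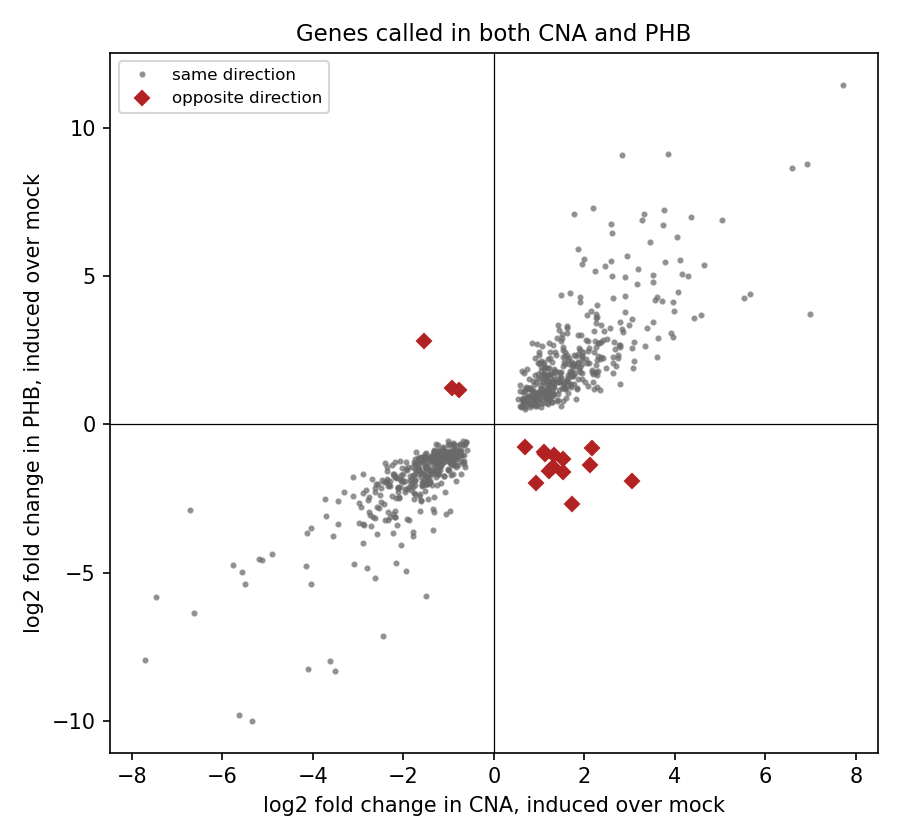
Log2 fold changes of the 780 genes called in both CNA (horizontal axis) and PHB (vertical axis), induced over mock, 1 point per gene. The 764 genes changing in the same direction are grey and the 16 changing in opposite directions are red diamonds.

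The difference was called for each of the 16 genes with opposite directions. Of them, 13 were higher in CNA and lower in PHB on induction and 3 the reverse. The 4 with the smallest adjusted p-value of the difference are described, a choice made after their values were seen. XTH24 (AT4G30270) rose from 214 ± 31 to 961 ± 150 CPM in CNA and fell from 1470 ± 500 to 846 ± 11 CPM in PHB (difference adjusted p 1.64e-07). AT1G26250 rose from 44.7 ± 14 to 149 ± 26 CPM in CNA and fell from 79.9 ± 38 to 12 ± 4.7 CPM in PHB (adjusted p 6.48e-07). AT3G07460 rose from 30.8 ± 12 to 58.7 ± 8.9 CPM in CNA and fell from 152 ± 31 to 38.2 ± 9.4 CPM in PHB (adjusted p 9.39e-07). AT1G30250 fell from 211 ± 44 to 72.1 ± 8.1 CPM in CNA and rose from 5.19 ± 4 to 38.4 ± 8.1 CPM in PHB (adjusted p 6.46e-06). All errors are SD over 3 libraries. For XTH24, AT3G07460 and AT1G30250 the lines differed more in their mock than in their induced libraries, and for AT1G26250 less. XTH24 lost its call in PHB in 5 of the 6 fits that left out 1 library, with the thinned counts and with the GC correction. AT3G07460 lost its call in CNA in 3 of 6 such fits, with the thinned counts and with only the compared libraries, and AT1G30250 lost its call in CNA in 2 of 6. The 4 differences themselves were called under all 9 alternatives.

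Libraries of the same treatment were compared between lines, since the labels name no batch. Between CNA and PHB, 772 genes were called among the mock libraries and 417 among the induced ones. Mock CNA differed from mock CNA-SDdelta by 10 genes and from mock CNA-KnC3HDZ by 26. Mock CNA-SDdelta and mock CNA-KnC3HDZ differed from each other by 166. Mock PHB differed from mock PHB-SDdelta by 11 genes and from mock CNA-KnC3HDZ_8m by 139. Any mock line of CNA, CNA-SDdelta and CNA-KnC3HDZ differed from any of PHB, PHB-SDdelta and CNA-KnC3HDZ_8m by 368 to 884 genes. Mock CNA-SmHOX32 differed from mock CNA-PpHOX32 by 304 genes and from every other mock line by 1642 to 2755. Mock CNA-PpHOX32 lay nearly as close to mock CNA, at 333 genes. It differed from CNA-KnC3HDZ by 578, from CNA-SDdelta by 603 and from PHB, PHB-SDdelta and CNA-KnC3HDZ_8m by 1291 to 1395. Each line was a single group within each treatment, so a batch, if there was one, and the line cannot be told apart.

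**Figure D4:**
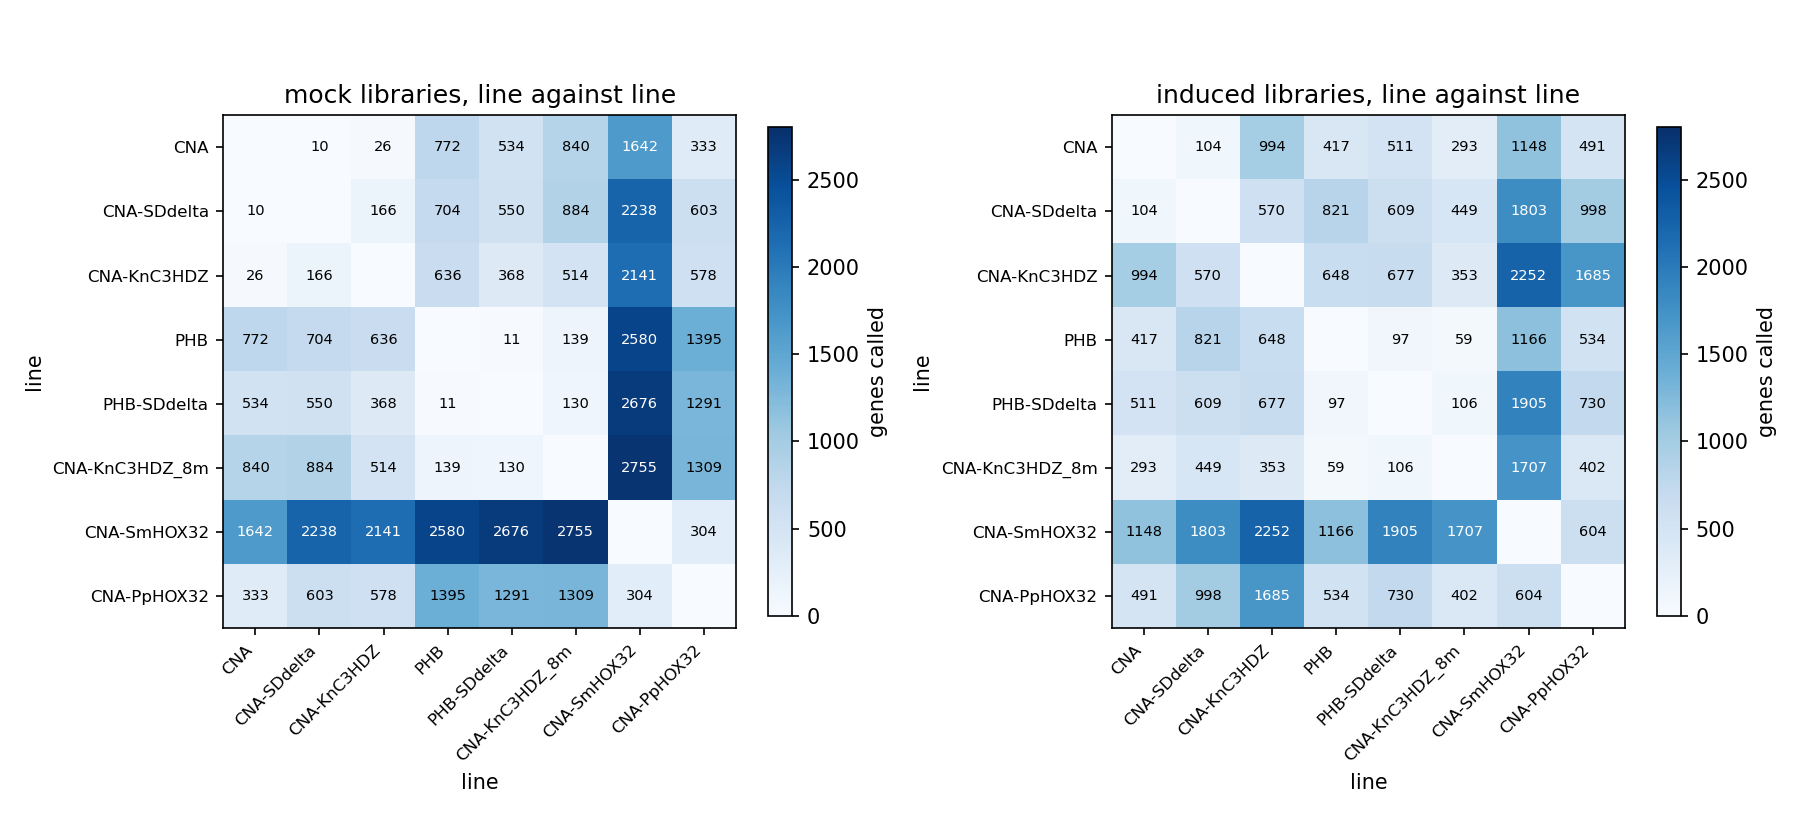
Number of genes called between each pair of lines, among mock libraries (left) and among induced libraries (right), with darker cells for more genes. Among mock libraries CNA differs from CNA-SDdelta by 10 genes and from PHB by 772.

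Of the 273 genes whose response differed between PHB and CNA, 68.5% (95% Wilson interval 62.8 to 73.7) differed more between the mock groups than between the induced groups, and 90 were also called between the induced groups. By the rule set beforehand, the largest differences were in LTP4, HSFA2, EDL3, AT4G23340, AT1G64405 and AT5G18030. In AT4G23340 and AT1G64405 the only CNA library above 3 counts was 1 induced library, so no fold is given. AT5G18030 (adjusted p 0.000406) fell from 47.4 ± 25 to 0 CPM in PHB and was 3.87 ± 1.1 and 10.6 ± 9.8 CPM in mock and induced CNA (SD, n = 3).

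The lines with the SDdelta suffix were compared with their counterparts, to ask which changes differ with that modification. Between CNA-SDdelta and CNA the response differed for 20 genes, 8 higher and 12 lower in CNA-SDdelta. ZPR1 (AT2G45450) was among them. It rose from 33.4 ± 12 to 464 ± 210 CPM in CNA but was 18.9 ± 2.9 in mock and 21.5 ± 0.81 CPM in induced CNA-SDdelta (SD, n = 3 each), a log2 difference of −3.61 ± 0.44 (SE, adjusted p 4.89e-07). ZPR4 (AT2G36307) rose from 5.80 ± 2.6 to 67.0 ± 19 CPM in CNA and was 5.81 ± 4 and 3.69 ± 1.5 CPM in mock and induced CNA-SDdelta, a log2 difference of −4.09 ± 0.70 (SE, adjusted p 0.00171). Both differences were called in each of the 12 fits that left out 1 library of these lines. Over the 9 alternatives that of ZPR1 was always called (adjusted p 8.87e-25 to 0.0342), and that of ZPR4 was lost with the thinned counts (adjusted p 0.0718). The count of 20 went up to 99 without the filter on low counts, the alternative that moved it most. Between PHB-SDdelta and PHB the response differed for 21 genes, 19 higher and 2 lower in PHB-SDdelta, for 4 with the counts thinned to the smallest total and for 99 without the filter on low counts. Here ZPR1 rose in both lines, by 5.46 ± 0.35 in PHB and 4.09 ± 0.34 in PHB-SDdelta (log2, SE), and the difference was not called (adjusted p 0.395). ZPR4 was 353 ± 31 CPM in induced PHB and 87.6 ± 31 CPM in induced PHB-SDdelta, against 13.0 ± 7.2 and 13.9 ± 7.3 CPM in mock (SD, n = 3 each), a log2 difference in response of −2.14 ± 0.64 (SE) that was not called over all genes (adjusted p 0.329). ZPR3 was 70.6 ± 9.2 and 12.2 ± 3.1 CPM in the same induced groups (log2 difference −3.14 ± 1.32, SE, adjusted p 0.733). On the list of HD-ZIPIII targets this difference gave 0 calls over all genes and 3 adjusted over the list alone, all lower in PHB-SDdelta: ZPR1 and ZPR4 (adjusted p 0.0108 each) and HAT22 (adjusted p 0.0143), with ZPR3 at 0.0516. The PHB transcript itself was 186 ± 81 CPM in induced PHB and 65.2 ± 14 CPM in induced PHB-SDdelta (SD, n = 3 each), though the difference in its response was not called. Smaller responses of these targets therefore cannot be told apart from a weaker induction of the construct. GASA1 (AT1G75750) fell from 1770 ± 620 to 102 ± 28 CPM in PHB-SDdelta and from 1050 ± 180 to 520 ± 22 CPM in PHB (SD, n = 3, difference adjusted p 0.000444). With the GC correction the splits were 5 higher and 23 lower for CNA-SDdelta and 15 higher and 5 lower for PHB-SDdelta.

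The remaining chimeric lines were compared with CNA. The response differed for 289 genes in CNA-KnC3HDZ (83 higher, 206 lower), for 519 in CNA-SmHOX32 (214 higher, 305 lower) and for 148 in CNA-PpHOX32 (16 higher, 132 lower). The median log2 difference over all tested genes was 0.146 for CNA-SmHOX32 and 0.101 for CNA-KnC3HDZ, so these changes stand relative to a shifted centre. Counts moved most with only the compared libraries in the fit for CNA-KnC3HDZ (539) and with DESeq2 for CNA-PpHOX32 (360, of which 129 were higher and 231 lower). For CNA-SmHOX32 the number of calls changed most with DESeq2 (1034), and the ratio with only the compared libraries (167, of which 13 were higher and 154 lower). With the GC correction, 46 genes were higher and 260 lower in CNA-KnC3HDZ, and 176 higher and 614 lower in CNA-SmHOX32. In CNA-KnC3HDZ, 259 of the 289 genes were also called between the induced libraries of the lines, and 9.69% (95% Wilson interval 6.79 to 13.6) differed more between the mock libraries. That share was 56.8% (52.5 to 61.0) in CNA-SmHOX32 and 46.6% (38.8 to 54.6) in CNA-PpHOX32. Of the genes differing between CNA-SmHOX32 and CNA, 24.7% had at least 1 of the 4 groups at or under 3 counts in all its libraries.

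Of the listed genes, ZPR4 and HB-2 differed between CNA-SmHOX32 and CNA. ZPR4 was 8.59 ± 6.2 CPM in mock and 13.5 ± 2.5 CPM in induced CNA-SmHOX32 (SD, n = 3), and its response differed from that in CNA (log2 difference −2.85 ± 0.67, SE, adjusted p 0.00843). This call was lost with only the compared libraries in the fit and with the thinned counts, over alternatives with adjusted p-values from 5.15e-07 to 0.141, and so was that of HB-2. ZPR1 rose in the same line by 3.42 ± 0.33 (log2, SE). CNA-KnC3HDZ_8m and CNA-KnC3HDZ were compared with each other, and 743 genes differed in response, 427 higher and 316 lower in CNA-KnC3HDZ_8m, or 1576 with only these libraries in the fit. Of the 743, 62.9% (59.3 to 66.3) differed more between the mock libraries. ZPR1 rose in both, by 2.91 ± 0.31 in CNA-KnC3HDZ and 3.38 ± 0.32 in CNA-KnC3HDZ_8m (log2, SE).

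To describe the size of each response relative to a reference line, log2 fold changes were regressed through the origin on those of the genes called in the reference. Genes called in CNA had slopes of 0.51 ± 0.09 in PHB, 0.41 ± 0.01 in CNA-SDdelta, 0.24 ± 0.02 in CNA-KnC3HDZ, 0.49 ± 0.03 in CNA-KnC3HDZ_8m, 0.40 ± 0.06 in CNA-SmHOX32 and 0.36 ± 0.10 in CNA-PpHOX32 (jackknife SE over the libraries of the named line alone). Genes called in PHB had a slope of 0.55 ± 0.02 in PHB-SDdelta. With the libraries of the reference line left out in turn as well, a jackknife added after seeing the data, the SE was 0.18 in PHB, 0.10 in CNA-SDdelta, 0.07 in CNA-KnC3HDZ, 0.14 in CNA-KnC3HDZ_8m, 0.10 in CNA-SmHOX32, 0.13 in CNA-PpHOX32 and 0.10 in PHB-SDdelta. Without CNA induced replicate 1 the slopes on CNA ran from 0.17 in CNA-KnC3HDZ to 0.35 in PHB, so 1 library moved all of them. In simulated counts a set slope of 1 was recovered as 0.75 and a set slope of 0.5 as 0.32, so slopes computed in this way came out low. Selecting genes by their call in the reference line may contribute, but its effect was not separated from other sources. The slopes are therefore not read as absolute shares of the CNA response.

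Lists of genes fixed before the data were examined gave the following calls over the 8 inductions. The 5 HD-ZIPIII genes gave 7 calls, all of them the induced gene, and 7 adjusted over the list alone. PHV (AT1G30490), REV (AT5G60690) and HB-8 (AT4G32880) were called in no line; the log2 fold change of REV ranged from −2.40 to 1.42, at means of 12.1 CPM or less, and REV overlaps another gene. Of 12 genes taken as HD-ZIPIII targets, 10 were tested, giving 23 calls, or 29 adjusted over the list alone. ZPR1 was called in 7 of 8 lines, with log2 fold changes from 2.91 to 5.46, and was 0.18 ± 0.31 (SE, adjusted p 0.879) in CNA-SDdelta. ZPR4 was called in 6 of 8, not in CNA-SDdelta (−0.56, adjusted p 0.707) or CNA-SmHOX32 (0.68, adjusted p 0.398). ZPR3 (AT3G52770) was called in PHB (4.78, adjusted p 0.000621) and CNA-KnC3HDZ_8m (4.40, adjusted p 0.00261). HAT2 (AT5G47370) was lower in PHB (−2.73, adjusted p 0.0002), PHB-SDdelta (−2.25, adjusted p 0.00278) and CNA-PpHOX32 (−1.88, adjusted p 0.0239). HB-2 (AT4G16780) was lower in PHB (−1.70, adjusted p 0.0227) and at least 7.4-fold lower in CNA-SmHOX32 (adjusted p 3.45e-05). HAT22 (AT4G37790) was higher in PHB (1.26, adjusted p 0.000101) and CNA-KnC3HDZ_8m (0.79, adjusted p 0.0308). LAX2 (AT2G21050) was lower in CNA-SDdelta (adjusted p 0.0374), from 3.28 ± 1.5 CPM in mock to at most 2 counts in each induced library. This call was lost in 4 of the 6 fits that left out 1 library, with the thinned counts, without the filter and with the replicate block within lines, and the difference from CNA was not called (adjusted p 0.84). Of 9 leaf polarity genes, all tested, 4 calls were made, or 6 adjusted over the list alone, all lower on induction: AFO (AT2G45190) in PHB (−1.14, adjusted p 0.0456) and CNA-SmHOX32 (−1.21, adjusted p 0.0284), and AS1 (AT2G37630, which overlaps another gene) in PHB (−1.01, adjusted p 0.0327) and CNA-KnC3HDZ_8m (−1.39, adjusted p 0.00217). The AFO call in PHB was lost under 5 of the 9 alternatives and that of AS1 in PHB under 3, and only 2 and 1 of the 6 fits that left out 1 library kept them. HAT22 in CNA-KnC3HDZ_8m was called in none of its 6 such fits and not with DESeq2 size factors in edgeR. HB-2 in PHB was lost in 3 of 6, with the thinned counts and without the filter, and HB-2 in CNA-SmHOX32 with only its own libraries. AFO in CNA-SmHOX32 and HAT2 in CNA-PpHOX32 each lost their call in 3 of 6, with the thinned counts and with only the line's own libraries. DESeq2 made 9 calls on the polarity list and the thinned counts 1.

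A set of 101 genes was called in the same direction in all 8 lines, 18 higher and 83 lower on induction. Left-out libraries changed this count to between 79 and 105 over 48 fits. All comparisons are between plants sprayed with estradiol and plants sprayed with solvent within a line carrying a construct, and estradiol-sprayed plants without a construct were not analysed here.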

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

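In all 7 comparisons of inductions between lines, the test of the difference itself called genes, and these comparisons and the genes named from them are weighed here. The test of how many genes differ more between mock groups and the look at the first 70 splits were chosen after these results were seen. The splits exchanged libraries between the lines separately within each treatment. A standing difference between the lines can therefore raise the count of a split, or widen the spread within its groups. Shares of splits thus do not tell regrouping from such a difference. Every comparison is between lines that are each a single group per treatment, so the construct, which is the biological difference the design names, stays open throughout and was not tested apart from the line. Adjusted p-values are those of edgeR's quasi-likelihood test of the difference. Of the genes named for the largest differences, LTP4, AT5G18030 and GASA1 were called under all 9 alternatives. The others had a value in 5 to 9 of the alternatives, and each lost its call in 1 to 4 of those.

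Between PHB and CNA, 273 genes differed in response. Correcting for GC content left 244 calls, and with all libraries thinned to the smallest total 161 calls were made and 39.8% were higher against 37.7% before, which argues against GC trends or unequal depth as the whole source. Of 100 splits that exchanged libraries of the same treatment between the lines, 5 gave as many calls, the real one included, and the highest other count was 595. This share lies at the threshold of 0.05, and the first 70 of these splits, with 3 as large, lie under it. Whether the share lies under the threshold therefore turns on the draw, and the splits leave open whether the number goes beyond what regrouping gives. Of the 273, 68.5% differed more between the mock groups than between the induced groups. A difference between mock plants or mock libraries of the lines may therefore account for many of them. The 90 genes also called between the induced groups are the part that this leaves less open.

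Among single genes of that comparison, ATHB-15 (0.0108) and PHB (0.000803) differed as the labels of the lines imply. ZPR1 (0.0207) and HAT2 (0.0176) also differed, ZPR1 with 1190 ± 130 CPM in induced PHB against 464 ± 210 CPM in induced CNA (SD, n = 3). The induced gene itself reached 186 ± 81 CPM in PHB and 58.8 ± 14 CPM in CNA, so unequal induction stays open for these genes. The ZPR1 call was lost in 5 of the 12 fits that left out 1 library and that of HAT2 in 4, and both were lost with the thinned counts. XTH24 (1.64e-07), AT1G26250 (6.48e-07), AT3G07460 (9.39e-07) and AT1G30250 (6.46e-06) changed in opposite directions in these lines and their differences were kept in all 12 fits. Mock XTH24 was 1470 CPM in PHB and 214 CPM in CNA, against 846 and 961 CPM when induced. AT3G07460 (152 and 30.8 CPM in mock, 38.2 and 58.7 CPM when induced) and AT1G30250 (5.19 and 211 CPM in mock, 38.4 and 72.1 CPM when induced) also differed more between the mock groups. Mock libraries that differ between lines, as for 68.5% of the calls, may be the source of these 3 reversals. LTP4 (0.0033), HSFA2 (0.0402), EDL3 (0.0458), AT4G23340 (0.0358), AT1G64405 (0.0326) and AT5G18030 (0.000406) had the largest differences. HSFA2 was lost in 10 of the 12 fits, AT4G23340 in 9 and EDL3 and AT1G64405 in 8 each, LTP4 in 1 and AT5G18030 in none of the 12. Of these, all but HSFA2 had at least 1 group at 0 in all 3 libraries.

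Between CNA-SDdelta and CNA, 20 genes differed. Of 100 splits, 3 gave as many, the real one included, with up to 52 calls in another split. With the GC correction 28 genes were called. Of the 20, 20% differed more between the mock groups, where 50% would be even, so for most of them the larger difference lay between the induced groups. Unequal depth cannot be told apart from the construct here, since thinning left 6 calls, 16.7% of them higher. ZPR1 (4.89e-07) and ZPR4 (0.00171) were the list genes among them. Both kept their calls in every fit that left out 1 library. Thinning kept the call of ZPR1, so depth is not its source, but not that of ZPR4 (adjusted p 0.0718). Tic62 (0.0423) lost its call in 10 of the 12 fits and AT4G07820 (0.0182) in 6.

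The missing ZPR1 response of CNA-SDdelta might reflect a weaker induction of its construct. In the 15 induced libraries of the 5 other lines with CNA constructs, the CNA transcript was 32.9 CPM or more and ZPR1 at least 233 CPM. Just 1 of the 3 induced CNA-SDdelta libraries reached that level of CNA transcript, with 34.9 CPM, and its ZPR1 was 20.6 CPM, below the highest mock library of any line (99.1 CPM). With 1 library this cannot be told apart from a change in the protein's function.

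Between PHB-SDdelta and PHB, 21 genes differed, and 2 of 100 splits gave as many, with up to 22 calls in another split. With the GC correction 20 were called, and 19.0% of the 21 differed more between the mock groups. Thinning left 4 calls, 50.0% of them higher, so that unequal depth stays open. GASA1 (0.000444) kept its call in all 12 fits that left out 1 library, while AT3G03670 (0.047), with 0 counts in all mock PHB-SDdelta libraries, lost it in 10.

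Between CNA-KnC3HDZ and CNA, 289 genes differed. The GC correction left 306 calls, 252 of the 289 among them, and thinning 208, which argues against those as the whole source. The share of higher calls went from 28.7% to 15% with the GC correction, so GC trends may shape the split, and to 22.1% with thinning. Of the 289, 9.69% differed more between the mock groups. Of 100 splits, 5 gave as many, which lies at the threshold of 0.05, and the highest other count was 353. AT5G24640 (0.0145) was 0 in all induced CNA libraries and lost its call in 3 of 12 fits. ARD3 (0.0488) was at the floor in both CNA-KnC3HDZ groups, rose in CNA, and lost its call in 11 of 12.

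Between CNA-KnC3HDZ_8m and CNA-KnC3HDZ, 743 genes differed, and in 1 of 100 splits, the real one, there were as many. The GC correction left 662 calls and thinning 556, of which 60.4% were higher against 57.5% before. Yet 62.9% of the genes differed more between the mock groups, so differing mock libraries could account for a large part of these calls, and 283 were also called between the induced groups. HAT22 (0.0308), AT2G38905 (0.0175, overlapping another gene) and IAA6 (0.00721) were the named genes. HAT22 lost its call in 8 of 12 fits, AT2G38905 in 4 and IAA6 in none of the 12, although IAA6 lost it with the replicate block within lines (adjusted p 0.0851) and had at most 41 counts in any of the libraries compared.

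Between CNA-SmHOX32 and CNA, 519 genes differed. As many were called in 9 of 100 splits, with up to 1200, and 56.8% differed more between the mock groups. Thinning to equal depth left 226 calls and moved the share of higher ones from 41.2% to 26.1%. Regrouping, differing mock libraries and depth may each contribute to this count, and the splits do not separate regrouping from a standing line difference. The GC correction gave 790 calls, 462 of the 519 among them, which argues against GC trends as the whole source. It moved the share of higher calls to 22.3%, so GC trends may shape the split. ZPR4 (0.00843) lost its call in 1 of 12 fits and HB-2 (0.016) in 2, and both lost it with the thinned counts and with only the compared libraries. AT3G55820 (0.0155) kept it in all 12 but lost it with only the compared libraries, the replicate block within lines and the thinned counts (adjusted p up to 0.107), and NCED5 (0.0229) lost it in 5 of 12. Both were at 0 in all libraries of at least 1 group of each line.

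Between CNA-PpHOX32 and CNA, 148 genes differed. Of 100 splits, 11 gave as many, with up to 665 calls, so regrouping stays open. A standing difference between the lines may also raise these counts. The GC correction left 139 calls. Thinning left 72, of which 8.3% were higher, against 10.8% of the 148. The share that differed more between the mock groups, 46.6%, has an interval that includes 50% even with genes taken as independent. Differing mock libraries therefore cannot be told apart from a difference between induced plants. AT1G08610 (0.0354, overlapping another gene) lost its call in 9 of 12 fits and AT1G22470 (0.0222) in 5, and both were at 0 in all libraries of 1 group of each line or more.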

How the results depend on the processing

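Each result was recomputed with 1 choice changed at a time. The counts thinned to the smallest total and the GC correction were chosen after seeing the data. A count is said to change here when it moves by over 1.5 times, and a slope when it moves by more than its jackknife standard error over the libraries of the line itself. Of the 28 slopes that changed in this sense under alternatives other than leaving out a library, 5 moved by more than the error that includes the reference line. Scaling by DESeq2 size factors within edgeR changed none of the counts or slopes. The number of genes called in both CNA and PHB (780), the 101 genes called alike in all 8 lines, the PHB induction count and the 23 calls on the HD-ZIPIII target list changed under no alternative, leave-one-out fits included. Except where the construction of an alternative shows it (fewer reads, fewer libraries), the cause of a change was not tested.

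With only the libraries of the compared lines in the fit, inductions gave 1364 calls in CNA-SDdelta, 2478 in PHB-SDdelta, 1574 in CNA-KnC3HDZ, 2061 in CNA-KnC3HDZ_8m, 546 in CNA-SmHOX32 and 459 in CNA-PpHOX32. Calls rose in the lines with a spread below the common one and fell in the 2 noisiest lines, but these fits also change the filter, the scaling and the degrees of freedom, so the cause was not tested. Differences gave 37 for CNA-SDdelta and CNA, 42 for PHB-SDdelta and PHB, 539 for CNA-KnC3HDZ and CNA, 167 for CNA-SmHOX32 and CNA, 65 for CNA-PpHOX32 and CNA and 1576 for CNA-KnC3HDZ_8m and CNA-KnC3HDZ. Opposite directions in CNA and PHB were called for 10 genes and the polarity list gave 7 calls. Slopes were 0.69 in PHB, 0.52 in CNA-SDdelta, 0.60 in PHB-SDdelta, 0.32 in CNA-KnC3HDZ, 0.66 in CNA-KnC3HDZ_8m and 0.48 in CNA-SmHOX32.

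DESeq2 called 2877 genes in CNA-SmHOX32 and 1605 in CNA-PpHOX32. Differences gave 463 for PHB and CNA, 62 for CNA-SDdelta, 43 for PHB-SDdelta, 489 for CNA-KnC3HDZ, 1034 for CNA-SmHOX32 and 360 for CNA-PpHOX32. There were 25 genes in opposite directions and 9 calls on the polarity list. Slopes were 0.42 in PHB, 0.34 in CNA-SDdelta, 0.47 in PHB-SDdelta, 0.20 in CNA-KnC3HDZ, 0.39 in CNA-KnC3HDZ_8m and 0.32 in CNA-SmHOX32.

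Thinned to 1808765 counts per library, the data gave 991 calls in CNA and 1007 in CNA-SmHOX32. Differences gave 161 for PHB and CNA, 6 for CNA-SDdelta, 4 for PHB-SDdelta, 226 for CNA-SmHOX32 and 72 for CNA-PpHOX32. Opposite directions were called for 7 genes, the induced gene in 2 of 8 lines, the HD-ZIPIII family list gave 2 calls and the polarity list 1. Slopes were 0.45 in CNA-SDdelta, 0.52 in PHB-SDdelta, 0.27 in CNA-KnC3HDZ and 0.53 in CNA-KnC3HDZ_8m. Depth therefore limits the call of the induced gene, whose mean was 11.9 to 20.6 CPM in the mock libraries of its lines, and the differences with few genes.

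Without the low-count filter, differences gave 414 for PHB and CNA, 99 for CNA-SDdelta, 99 for PHB-SDdelta and 307 for CNA-PpHOX32, with slopes of 0.39 in CNA-SDdelta and 0.53 in PHB-SDdelta. Requiring a mean of 10 counts changed only the slopes of CNA-SDdelta (0.42) and CNA-KnC3HDZ (0.27). The GC correction gave 790 calls for CNA-SmHOX32 and CNA and slopes of 0.39 in CNA-SDdelta and 0.53 in PHB-SDdelta. It also moved the median log2 change of all genes, from −0.08 to 0.09 in the CNA induction, from −0.04 to 0.09 in PHB and from 0.15 to −0.20 in the difference between CNA-SmHOX32 and CNA, and with it the share of higher genes.

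Replicate numbers do not pair the libraries: the deviations of same-numbered induced and mock libraries correlated at −0.04 to 0.12 over 24 pairs, 1 of them above 0.1. With a replicate block within lines, 1403 genes were called in CNA and 1655 in PHB, neither a change in the sense used here. Slopes changed to 0.61 in PHB, 0.47 in CNA-SDdelta, 0.58 in PHB-SDdelta, 0.31 in CNA-KnC3HDZ and 0.56 in CNA-KnC3HDZ_8m, and the polarity list gave 2 calls. With a replicate block across lines the slope of CNA-SDdelta was 0.40. No other count or slope changed with either replicate block.

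Leaving out 1 library lowered most counts, as fewer libraries lower the power. Inductions ran from 554 to 823 calls in CNA-SDdelta (lowest without mock replicate 3), from 392 to 501 in CNA-KnC3HDZ (without induced replicate 3) and from 659 to 1419 in CNA-PpHOX32 (without induced replicate 3, and 685 without induced replicate 2). Differences from CNA ran from 7 to 29 for CNA-SDdelta (lowest without its mock replicate 3), from 192 to 315 for CNA-KnC3HDZ (without its mock replicate 3), from 310 to 750 for CNA-SmHOX32 (without CNA induced replicate 2, and 323 without CNA mock replicate 2) and from 69 to 184 for CNA-PpHOX32 (without CNA mock replicate 2). Those between PHB-SDdelta and PHB ran from 10 to 30 (lowest without PHB mock replicate 2). Opposite directions were called for 8 to 21 genes (lowest without PHB induced replicate 3), and the polarity list gave 2 to 6 calls, with 2 without either PHB induced replicate 1 or 3 or PHB mock replicate 1 or 2.

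Slopes ran from 0.35 to 0.62 in PHB, 0.28 to 0.45 in CNA-SDdelta, 0.17 to 0.30 in CNA-KnC3HDZ, 0.32 to 0.55 in CNA-KnC3HDZ_8m, 0.27 to 0.44 in CNA-SmHOX32 and 0.24 to 0.47 in CNA-PpHOX32, each lowest without CNA induced replicate 1, and 0.41 to 0.58 in PHB-SDdelta, lowest without PHB induced replicate 1. The log2 change of ZPR4 in CNA-SDdelta, not called, ran from −1.08 to 0.01 and changed sign without CNA-SDdelta mock replicate 3 (0.01).

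Of 101 results for named genes, 97 were called, and 56 of these kept their call in every fit that left out 1 library. Calls were lost for 34 of them with the thinned counts, 16 with the replicate block within lines, 14 with only the compared libraries, 5 with the GC correction, 4 without the filter, 4 with the replicate block across lines, 1 with DESeq2 and 1 with its size factors. No call was gained and no direction reversed under these.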

Other observations

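The tests on clock genes, on the response shared by the lines and on the mock libraries, leaky constructs included, were chosen after these patterns were noticed. In each of the 8 inductions, the real grouping gave the most calls, 1 of the 10 splits of the 6 libraries. A design of 3 against 3 cannot give a smaller share than that. The highest count in another split was 288 in CNA-SmHOX32, 91 in CNA-PpHOX32, 11 in CNA, 1 in PHB and CNA-KnC3HDZ and 0 in the remaining 3 lines.

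Mock libraries fell into sets of lines. Few genes separated CNA from CNA-SDdelta (10) or PHB from PHB-SDdelta (11), but 772 separated CNA from PHB, in plants that had not been induced. With the GC correction 674 of these calls were made, which argues against GC trends as the whole source. Clock genes differed less between PHB mock and CNA mock than in most random lists of matched expression (percentile 22.2), and 0 of them were called. This gives no sign of another time of harvest for this pair. It cannot exclude one, since the lists come from the same comparison, where many other genes also differ. Against the same CNA mock, the percentile for PHB-SDdelta was 23.4, read in the same way, and CNA-SmHOX32 (40.9) and CNA-KnC3HDZ (46.4) also lay below the middle of the random lists, though nearer to it. It was 66.2 for CNA-KnC3HDZ_8m (1 clock gene called), 83.6 for CNA-SDdelta and 92.8 for CNA-PpHOX32. The time of harvest stays open for all these lines. Leaky expression would raise the construct's gene in its own mock libraries. The CNA gene was −0.66 ± 0.41 (log2, SE, adjusted p 0.569) in mock CNA over mock PHB, and PHB was 0.21 ± 0.48 (adjusted p 0.956) in mock PHB over mock CNA. ZPR1 was −0.31 ± 0.30 (adjusted p 0.805) in mock PHB over mock CNA. For this pair no rise was called, but the errors include a small one, so leaky expression cannot be told apart from the rest. Among the other lines, mock ZPR1 was 79.1 CPM in CNA-KnC3HDZ and 81.9 CPM in CNA-KnC3HDZ_8m, against 18.9 to 41.5 CPM in the remaining 6. Over mock CNA this was 1.24 ± 0.30 (log2, SE, adjusted p 0.0751, not called) and 1.28 ± 0.30 (adjusted p 0.00416), with 0.22 ± 0.41 and 0.39 ± 0.42 for the CNA gene, neither of them called. Leaky expression may be the source of the ZPR1 level in these 2 lines, which fell into different sets. A batch of sowing, treatment or library preparation and an effect of the transgene insertion remain open and were not tested. CNA-KnC3HDZ_8m, with a CNA construct, lay with the PHB lines here, at 139 genes from PHB and 840 from CNA.

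Called genes followed these sets in part in their direction. CNA shared the direction of 99.7% of common calls with CNA-SDdelta and PHB that of 99.6% with PHB-SDdelta. But CNA shared 97.9% with PHB, 97.7% with PHB-SDdelta and 97.6% with CNA-KnC3HDZ_8m, and 95.7% with CNA-KnC3HDZ. CNA-SDdelta shared 96.8% with PHB and 92.7% with CNA-KnC3HDZ. Of the 994 genes called in both PHB and CNA-KnC3HDZ_8m, 100% changed in the same direction, and of the 822 called in both PHB-SDdelta and CNA-KnC3HDZ_8m likewise 100%. The lines that stood apart from the PHB set were CNA-KnC3HDZ and CNA-SmHOX32. For CNA-KnC3HDZ the share was 69.9% with PHB (230 of 329), 65.9% with PHB-SDdelta and 71.4% with CNA-KnC3HDZ_8m, and for CNA-SmHOX32 it was 84.0%, 81.7% and 81.7% with the same lines, while these 2 lines shared 98.4% with each other. No explanation of these shares was tested.

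A response was shared by all lines: 125 genes were called in the same direction in the 7 lines other than CNA-SDdelta, and all 125 moved in that direction in CNA-SDdelta. There ZPR1 did not rise, yet the median absolute log2 change of these genes was 1.20, or 73.4% of the 1.63 in the other lines. For genes chosen in the same way for each other line, this share was 60.8% in CNA-KnC3HDZ, where ZPR1 rose, and 95.4% to 112% in the rest. The smaller change in CNA-SDdelta than in most lines leaves open a part for the construct's activity. All 125 genes still moved alike there, which argues against this activity, as far as ZPR1 reads it, as the whole source of the shared response. An effect of estradiol or of handling the sprayed plants could produce it, but 0 of the 48 libraries come from plants without a construct, so this cannot be told apart. The time of harvest is another candidate explanation. Of 12 clock genes listed, 11 were tested, and their median absolute change exceeded 95% of random lists in 3 of 8 lines (PHB, CNA-KnC3HDZ and CNA-KnC3HDZ_8m, at percentiles of 97.5, 100 and 99.7), with 86.3 to 94.3 in the others. Morning genes had a lower and evening genes a higher median in induced plants of all 8 lines, so a harvest at another time stays open.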
